# Metabolic Response of Visceral White Adipose Tissue of Obese Mice Exposed for 5 Days to Human Room Temperature Compared to Mouse Thermoneutrality

**DOI:** 10.3389/fphys.2017.00179

**Published:** 2017-03-23

**Authors:** Inge van der Stelt, Femke Hoevenaars, Jitka Široká, Lidwien de Ronde, David Friedecký, Jaap Keijer, Evert van Schothorst

**Keywords:** indirect calorimetry, serum metabolomics, thermogenesis, thermoneutrality, transcriptomics, visceral white adipose tissue

## Abstract

Housing of laboratory mice at room temperature (22°C) might be considered a constant cold stress, which induces a thermogenic program in brown adipose tissue (BAT). However, the early adaptive response of white adipose tissue (WAT), the fat storage organ of the body, to a change from thermoneutrality to room temperature is not known. This was investigated here for various WAT depots, focusing on epididymal WAT (eWAT), widely used as reference depot. Male adult diet-induced obese (DIO) C57BL/6JOlaHsd mice housed at thermoneutrality (29°C), were for 5 days either switched to room temperature (22°C) or remained at thermoneutrality. Energy metabolism was continuously measured using indirect calorimetry. At the end of the study, serum metabolomics and WAT transcriptomics were performed. We confirmed activation of the thermogenic program in 22°C housed mice. Body weight and total fat mass were reduced. Whole body energy expenditure (EE) was increased, with a higher fatty acid to carbohydrate oxidation ratio and increased serum acylcarnitine levels, while energy intake was not significantly different between the two groups. Transcriptome analysis of eWAT identified tissue remodeling and inflammation as the most affected processes. Expression of pro-inflammatory M1 macrophage-related genes, and M1 over M2 macrophage ratio were decreased, which might be linked to an increased insulin sensitivity. Markers of thermogenesis were not altered in eWAT. Decreased expression of tryptophan hydroxylase 2 (*Tph2*) and cholecystokinin (*Cck*) might represent altered neuroendocrine signaling. eWAT itself does not show increased fatty acid oxidation. The three measured WATs, epididymal, mesenteric, and retroperitoneal, showed mainly similar responses; reduced inflammation (s100a8), decreased carbohydrate oxidation, and no or small differences in fatty acid oxidation. However, Ucp1 was only expressed and increased in rWAT in 22°C housed mice. Cck expression was decreased in the three WATs, significantly in eWAT and rWAT, in contrast to Tph2, which was decreased in eWAT while not expressed in mWAT and rWAT. Our data show that tissue remodeling, inflammation and neuroendocrine signaling are early responses in WAT to a moderate decrease in environmental temperature.

## Introduction

Lowering ambient temperature, to temperatures below the thermoneutral zone of endotherm animals results in thermogenesis. In this process energy is used to produce heat for maintenance of body temperature. In an acute cold exposure, this is achieved by the combination of shivering thermogenesis—heat production resulting from muscle contractions—and non-shivering thermogenesis where energy is dissipated mainly in brown adipose tissue (BAT), and to a lesser extent via increased futile cycling.

The process of non-shivering thermogenesis starts when cold activates thermoreceptors in peripheral tissues, which triggers the sympathetic nervous system (SNS). This results in increased noradrenaline levels at nerve endings of target tissues, which activates local β-adrenergic receptors (Hsieh and Carlson, 1957; Ye et al., 2013). In BAT, generation of cyclic adenosine monophosphate (cAMP) results in lipolysis. Free fatty acids (FFAs) activate uncoupling protein 1 (UCP1), overriding inhibition by GDP and ADP. UCP1, which is embedded in the mitochondrial inner membrane, uncouples ATP production from the respiratory chain, thereby producing heat but no ATP (Heaton et al., 1978, for an extended overview see Cannon and Nedergaard, 2004). Beta-adrenergic activation, e.g., by cold exposure, also increases the transcription of *Ucp1*. Extended cold exposure will increase mitochondrial biogenesis as well as hyperplasia and hypertrophy of BAT (Lowell and Spiegelman, 2000).

In recent years, it has become clear that differences in ambient temperatures can have large effects on metabolism, throughout the body. Laboratory animals, such as mice, are routinely housed at room temperature (~22°C), which is below the lower critical temperature (~28°C) of their thermoneutral zone. Housing mice at room temperature elevated heart rate up to 100% (Swoap et al., 2008), and increased basal metabolic rate by 50–100% (Golozoubova et al., 2004) compared to mice housed at thermoneutral conditions. Mice housed at temperature below their thermoneutral zone might therefore be considered to be under constant cold stress. This impacts research outcomes, which can be different and even conflicting when conducting experiments at either room temperature or thermoneutrality. For example, UCP1 knockout mice were expected to become obese, especially when feeding a high-fat diet. However, this was not observed at room temperature (Enerback et al., 1997). Later, it was shown that housing these mice at 30°C did induce obesity (Feldmann et al., 2009). These and other studies have provided grounds for discussion about best housing conditions of laboratory mice in relation to translatability to the human situation (Overton, 2010; Cannon and Nedergaard, 2011; Speakman and Keijer, 2012). Above all, insight in the adaptive responses of metabolic tissues to changes in environmental temperature is needed for improved interpretation and translation of metabolic studies.

Although the role of BAT in non-shivering thermogenesis is evident, the attribution of white adipose tissue (WAT) to this process is less defined. WAT is the body's fat storage organ, with an important endocrine function (Wang et al., 2008). Upon cold exposure, WAT is important for whole body metabolism, as WAT is thought to be the main provider of energy in the form of FFAs, which are subsequently oxidized in BAT triggering UCP1 activation (Karp, 2012; Bartelt and Heeren, 2014). Activated WAT lipolysis is the result of noradrenalin released from the active SNS acting on β-adrenergic receptors in WAT. Increasing sympathetic tone as a result of cold exposure also increases WAT vascularization (Xue et al., 2009). Decreasing this SNS signaling by surgical denervation increased WAT mass and adipocyte number (Bowers et al., 2004), further establishing the link between SNS signaling and WAT lipolysis. While BAT may be a major player in the regulation of thermogenesis, research focussing on the effects of WAT adaptation to cold stress is limited.

In summary, while the adaptation of BAT to cold stress is well understood, less is known about WAT despite its important role in metabolism. We focussed on visceral WAT, instead of subcutaneous WAT, as visceral fat depots are more responsive to adrenergic-dependent lipolysis, are more active in metabolic processes and are closer linked to health risks as a result of obesity (Tran et al., 2008; Ibrahim, 2010). In addition, epididymal WAT (eWAT) is the widest metabolically investigated WAT in rodents. To better understand the early-phase adaptive response of eWAT to cool stress, we compared mice that were transferred from thermoneutrality (29°C) to room temperature (22°C) with mice continuing at thermoneutrality (29°C). We fed the mice a human-relevant diet. After a short term adaptation of 5 days, we expected adaptive changes measurable at all levels (Bartelt and Heeren, 2014). We measured whole body energy balance, serum metabolites and performed whole genome gene expression analysis of eWAT to delineate the short term changes induced by a reduction in housing temperature in DIO mice, focusing on metabolism of eWAT. Responses were subsequently verified and compared with WAT depots of mesenteric and retroperitoneal origin using a subset of genes.

## Materials and methods

### Animal study

The animal experiment was performed according to the Dutch animal experimentation act (1996). Permission for this study was granted by the Animal Ethical Committee of Wageningen University (DEC 2012056).

Male wild-type C57BL/6JOlaHsd mice (Harlan Laboratories, Horst, The Netherlands), 9 weeks of age, were housed at thermoneutral temperature (29–30°C) under environmentally controlled conditions (12 h light/dark cycle, 55 ±15% humidity). The mice had *ad libitum* access to food and water, which were weekly renewed. During the first 3 weeks, the mice were acclimatized in which they received a purified low fat diet (LFD; 3,865 kcal/kg, 10 energy% fat), followed by a human-relevant purified high fat diet (HFD; 4,700 kcal/kg, 40 energy% fat); dietary compositions are according to Hoevenaars et al. (2012) and Voigt et al. (2013). The diets were produced by Research Diet Services (Wijk bij Duurstede, The Netherlands). After 12 weeks of HFD feeding, fat mass of the mice was above the cut-off value of 25%, which is used in human studies to diagnose obesity (Okorodudu et al., 2010). The mice were stratified on fat mass at this point into an experimental group (*n* = 12) switched from thermoneutral housing temperature to room temperature (22°C) for 5 days, during which they remained in the indirect calorimetry system, and a control group remaining at thermoneutrality (*n* = 24), of which half (*n* = 12) was used for reference measurements during 48 h in the indirect calorimetry system. Body weight and body composition were measured before and at the end of the five experimental days (EchoMRI 100V, EchoMedical Systems, Houston, TX, USA). Adiposity was calculated as percentage of fat mass over body weight. Food intake was measured in the indirect calorimetry system continuously. Feces of the mice were collected quantitatively before, at 29°C housing, and after 5 days of 22°C housing (same mice). Energy content (*n* = 12) was analyzed in collected feces by bomb calorimetry (IKA C7000, IKA Works, Staufen, Germany). All samples were measured in duplicate. Energy loss (kJ/day) was calculated as amount of feces (g/day) ^*^ fecal energy content (kJ/g).

### Indirect calorimetry

Indirect calorimetry (*n* = 12) was performed using an open circuit LabMaster Metabolism Research Platform (TSE systems GmbH, Bad Homburg, Germany), as described (Duivenvoorde et al., 2015). The data of the VCO_2_ and VO_2_ of the last 24 h in indirect calorimetry was used for mice housed at either 29°C or 22°C. Respiratory exchange ratio (RER) is defined as VCO_2_ divided by VO_2_, and energy expenditure (EE, kcal/hr) was calculated with TSE Software 4.2.3 using the equation EE = [3.941 × VO_2_ + 1.106 × VCO_2_]/1,000.

During indirect calorimetry, locomotor activity of mice (*n* = 8) was continuously measured with infrared beams in horizontal x- and y-directions (ActiMot system, TSE systems). Physical activity is expressed as total (ambulatory plus fine movements) light beam breaks. Measurements of the last 24 h were used for analysis.

### Blood and tissue collection

Mice were sacrificed using decapitation after a 2 h food deprivation in the light phase. Whole blood glucose levels (*n* = 12) were measured using the ADC Freestyle Lite (Abbott B.V., Zwolle, the Netherlands). Whole blood hematocrit levels (*n* = 12) were determined by using 60 μl heparinized capillary tubes (Hirschmann Laborgeräte, Eberstadt, Germany), which were centrifuged in a micro-hematocrit centrifuge at 3,000 × g for 5 min. Serum tubes (Greiner Bio-one, Longwood, USA) were used to extract serum from whole blood; the serum was aliquoted and stored at −80°C.

Epididymal white adipose tissue (eWAT) from the left fat pad, mesenteric WAT around the intestines (mWAT), retroperitoneal WAT at the back of the kidneys (rWAT), and interscapular BAT were collected, snap frozen into liquid nitrogen and stored at −80°C.

### Serum parameters

Serum leptin, adiponectin, insulin and glucagon levels (*n* = 8) were measured in duplicate using the Bio-Plex Pro mouse diabetes assay (Bio-Rad laboratories, Veenendaal, the Netherlands) according to the manufacturer's instructions. Samples were diluted 25x for measurement of leptin, insulin and glucagon, and 1,600x for adiponectin. HOMA-IR was calculated as fasting serum insulin (pmol/l) ^*^ fasting plasma glucose (mmol/l)/135 (Meyer et al., 2006).

Serum FFA (*n* = 12) were measured in duplicate using a NEFA-HR kit (Wako chemical GmbH, Neuss, Germany) according to the manufacturer's instructions. Serum triglycerides and glycerol (*n* = 12) were measured in triplicate using a triglyceride liquicolor mono kit (Human Diagnostics, Wiesbaden, Germany) and glycerol colorimetric kit (Instruchemie BV, Delfzijl, The Netherlands), respectively, according to the manufacturer's instructions. Serum triglyceride levels were corrected for free glycerol levels (*n* = 12) by subtraction.

For metabolome analysis, 3 μl of serum (*n* = 10) was mixed with 97 μl of methanol solution containing 0.1% formic acid and deuterated internal standards (amino acids and acylcarnitines, non-derivatized kit, Chromsystems, Munich, Germany). Final solutions were vortexed and stored overnight at −80°C. After centrifugation (10 min, 24,400 g, 4°C), 80 μl of supernatant was used for flow injection mass spectrometry analysis. Remaining supernatant was pooled and used for quality control purposes.

The samples were measured on a 5,500 QTrap (AB Sciex, Foster City, CA, USA) as published (Janeckova et al., 2012) with modifications. Settings as follows: polarity was set to positive mode with ionspray voltage of 5,500 V, capillary temperature of 450°C, curtain gas of 25 psi, ion source gas (GS1/GS2) of 35 psi. Methanol containing 0.1% formic acid was chosen as a mobile phase. Flow rate was set at 0.05 mL/min (0.0–1.0 min) and 0.30 mL/min (1.0–1.5 min). Compounds were measured in multiple reaction monitoring mode under optimized parameters of declustering potential and collision energy for each mass transition. Unit resolution was set for isolation ions in mass analyzer. Data were processed by software Chemoview 2.0 (AB Sciex).

### RNA isolation

Total RNA was isolated from BAT and WAT depots as published (Van Schothorst et al., 2005), followed by a clean-up using RNeasy mini kit (Qiagen GmbH, Hilden, Germany). RNA yield and purity were checked using a Nanodrop spectrophotometer (IsoGen Life Science, Maarsen, The Netherlands) and RNA quality was verified with the Experion automated electrophoresis system (Bio-Rad), using Experion StdSens chips (Bio-Rad).

### Reverse-transcription quantitative real-time polymerase chain reaction

Reverse-transcription quantitative real-time polymerase chain reaction (RT-qPCR) was performed as previously described (Hoek-van den Hil et al., 2013). Individual samples were measured in duplicate. Standard curves of pooled samples, negative controls, melting profiles, *R*^2^ and PCR efficiency were used for validation of each run according to the MIQE guidelines (Bustin et al., 2009). Gene expression of the following genes was analyzed in BAT: fibroblast growth factor 21 (*Fgf21*), peroxisome proliferative activated receptor, gamma, coactivator 1 alpha (*Ppargc1a*), and uncoupling protein 1 (*Ucp1*) using reference genes beta-2 microglobin (*B2m*) and calnexin (*Canx*) for normalization. In WAT, mRNA expression of a number of genes including cholecystokinin (*Cck*) and tryptophan hydroxylase (*Tph2*) was analyzed, using reference genes *B2m* and ribosomal protein S15 (*Rps15*). To measure the low *Tph2* expression, 2 μl of cDNA was pre-amplified for 20 cycles with the addition of 23 μl SsoAdvanced Preamp supermix (Bio-Rad) combined with *Tph2* primers according to the manufacturer's protocol. An overview of all genes, primers and their sequences used to analyse BAT and three WAT depots can be found in Supplementary Table 1. Relative gene expression was expressed as the normalized expression values compared to the mean of the values of the 29°C housed control mice set at 1.

### Whole genome gene expression microarrays

RNA (200 ng) from eWAT (*n* = 10) was used as input material for whole mouse genome 8^*^60K microarrays (G4852A, Agilent Technologies, Santa Clara, CA, USA). Arrays were conducted according to the manufacturer's protocol with a few modifications as described previously (van Schothorst et al., 2007). Quantification of signals was performed using Feature Extraction version 10.7.3.1 (Agilent), followed by quality control and normalization as published (Hoek-van den Hil et al., 2013). Microarray data have been deposited in NCBI Gene Expression Omnibus (GEO) under accession number GSE53805. Of the 30,733 probes that were considered expressed (51.5% of total probes), 142 probes were considered significantly different as analyzed by a Student's *t*-test using Benjamini-Hochberg false discovery rate adjustments (FDR, *p* < 0.05). Fold change is expressed as ratio of the expression of the 22°C housed mice over 29°C housed control mice. Analysis of process networks and GO processes of all genes with a FDR-adjusted *p* < 0.1 was performed using Metacore (Thomson Reuters, New York, NY, USA). Next, significantly different expressed genes with known functions (93 genes) were assigned manually to biological processes using recent literature and gene function databases. Expression of known, literature based, key genes involved in these biological processes was added to the analysis to check involvement of these processes in the 22°C housed mice.

### Western blotting

Total eWAT protein was extracted by homogenizing eWAT in 2 μl assay buffer per mg tissue using a motorized pestle. Hereafter, samples were sonicated for 18 pulses at 40% amplitude using a SLPe sonicator (Branson, Danbury, CT, USA). Samples were centrifuged for 10 min at 18,620 × g.

Samples were heated for 5 min at 95°C and 3 μl of protein per sample was run on a 14% Tris-tricine gel, after which the protein was transferred to an Immobilon PVDF membrane (Merck Millipore, Amsterdam, the Netherlands). The membrane was blocked for 1 h with 1:1 Odyssey blocking buffer (LI-COR, Lincoln, NE, USA) and TBS. The membrane was incubated with 1:200 diluted goat anti-CCK (sc-21617, Santa Cruz Biotechnology, Santa Cruz, CA, USA.) for 48 h at 4°C in 1:1 Odyssey blocking buffer and TBS with 0.05% Tween20. After washing with TBS plus 0.1% Tween20 (TBST), the membrane was incubated with 1:5,000 diluted donkey anti-goat (926-32214, LI-COR) for 1 h at room temperature in 1:1 Odyssey blocking buffer and TBST. After washing with TBST, the membrane was scanned on an Odyssey scanner (LI-COR). As loading control, the membrane was incubated with 1:2,000 rabbit anti-β-Actin (ab8227, Abcam, Cambridge, MA, USA) and 1:5,000 donkey anti-rabbit (926-32223, LI-COR). Bands were analyzed using Image studio Lite (LI-COR), and relative CCK protein levels were normalized using β-Actin signal, after which average control group level was set at 1.

### Statistical analysis

Graphpad Prism version 5.04 (Graphpad Software, San Diego, CA, USA) was used for statistical analysis. Comparisons within animals before and after the 5-day period of lower housing temperature were done using a paired Student's *t*-test (body weight, body composition, adiposity and fecal energy loss), for measurements over time one-way ANOVA was used with Dunnett's *post-hoc* test (food intake). Unpaired Student's *t*-tests were performed to compare means of 22°C and 29°C groups for normally distributed data (either with or without log transformation). For non-normally distributed data Mann-Whitney U test was used. Differences were considered significant for *p* < 0.05. Data is presented as mean ± SEM.

## Results

### Thermogenesis in BAT

Gene expression levels of *Fgf21, Ppargc1a*, and *Ucp1* in BAT were upregulated in mice that were switched to room temperature (22°C) for 5 days, compared to control mice that were kept at thermoneutral temperature (29°C) (Figure 1). This confirms the activation of the thermogenic program in BAT in mice that were switched to the cooler environment.

**Figure 1:**
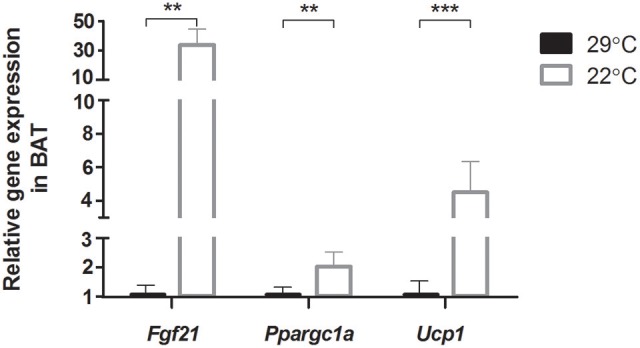
**Relative gene expression of genes involved in adaptive thermogenesis in brown adipose tissue (BAT)**. Thermoneutral housed mice were switched to 22°C for 5 days (*n* = 12) vs. control thermoneutral (29°C) housed mice. Full gene names are listed in Supplementary Table 1. Data is presented as mean ± SEM (*n* = 7–11). Significant different values of the 22°C housed mice compared to the 29°C housed mice are indicated with ^**^p < 0.01, and ^***^p < 0.001.

### Body composition and indirect calorimetry

Mice that were switched to 22°C showed a significantly lower body weight compared to their weight at 29°C (Figure 2A). On average, these cooler housed mice lost 3.81 ± 0.38 grams of bodyweight, while mice remaining at 29°C gained 0.70 ± 0.13 grams of bodyweight during the last 5 days of the experiment. As lean mass remained unaffected (Figure 2B), this decrease in body weight in the 22°C housed mice was due to a decrease in fat mass (Figure 2C), which was relatively similar decreased in both eWAT and rWAT depots (Figures 2D,E), thus decreasing adiposity (Figure 2F). Upon the change to 22°C, food intake decreased immediately, mainly during the active dark phase. However, after 2 days, food intake was not significantly different from intake at the start of the experimental period, i.e., before the temperature change (Figure 2G). Fecal energy loss was not significantly different before and after changing the ambient temperature (Figure 2H).

**Figure 2:**
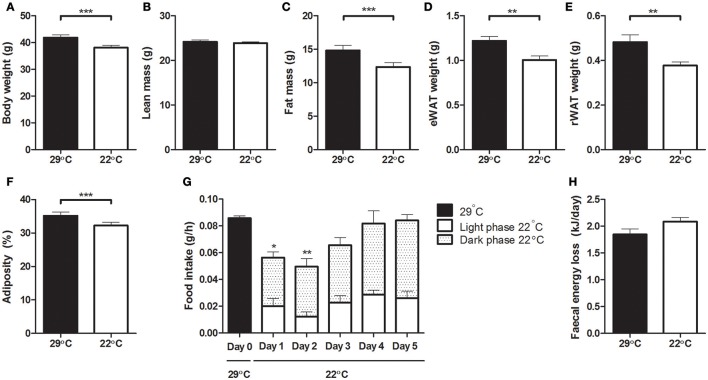
**Body weight, body composition, food intake and fecal energy loss at 29°C or after switching to 22°C**. **(A)** Body weight, **(B)** total lean mass, **(C)** total fat mass, **(D)** epididymal white adipose tissue weight, **(E)** retroperitoneal white adipose tissue weight, **(F)** adiposity; fat mass as percentage of body weight, **(G)** food intake, averaged per hour and differentiated between the inactive light phase and active dark phase, **(H)** fecal energy loss. All data was collected in the same set of mice, before and after the temperature switch. Data is presented as mean ± SEM (*n* = 12). Significant different values of the 22°C housed mice compared to the control 29°C housed mice are indicated with ^*^p < 0.05, ^**^p < 0.01, and ^***^p < 0.001.

Mice housed at 22°C showed a significantly lower RER compared to control mice (Figures 3A,B), indicating a switch in metabolism toward increased fatty acid oxidation and reduced carbohydrate oxidation. Energy expenditure (EE) was continuously increased in the mice housed at 22°C (Figures 3C,D), partly due to significantly increased physical activity in mice housed at 22°C, which was most pronounced in the dark phase (Figures 3E,F).

**Figure 3:**
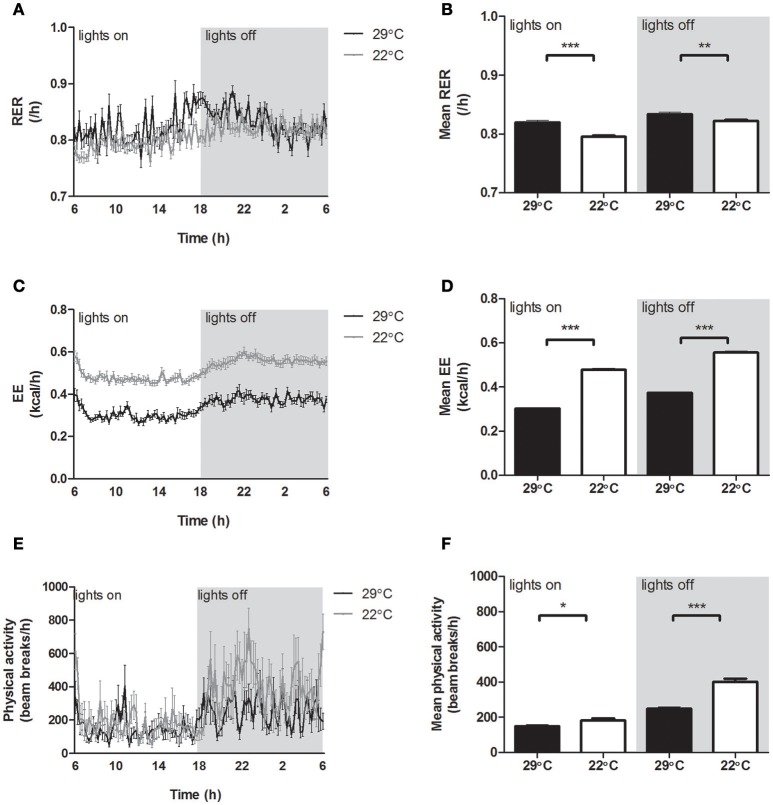
**Energy balance of mice housed at 29°C or 22°C. (A)** 24 h Respiratory exchange ratio (RER), **(B)** average RER, **(C)** 24 h energy expenditure (EE), **(D)** average EE, **(E)** 24 h physical activity (*n* = 8), **(F)** average physical activity (*n* = 8) for mice fed a high fat diet housed at thermoneutrality (black) or 22°C (gray lines, white bars). Values are displayed for both inactive light phase and active dark phase (gray area). Data shown is calculated from the last 24 h in the indirect calorimetry system and is presented as mean ± SEM (*n* = 12), unless stated otherwise. Significant different values of the 22°C housed mice compared to the 29°C housed mice are indicated with ^*^p < 0.05, ^**^p < 0.01, and ^***^p < 0.001.

### Circulating metabolites

Several circulating metabolites were measured to assess energy metabolism and health status. Mice housed at 22°C showed significantly lower blood glucose levels, higher hematocrit levels, impressively decreased serum insulin and leptin levels, and a decreased HOMA-IR (Table 1). Furthermore, most (acyl)carnitine levels were significantly increased, however, C0 (free carnitine) and C3 levels were significantly decreased, supporting increased whole body fat oxidation. Similar to the overall increase in acylcarnitines, a trend toward increased FFA levels was seen. Serum triacylglycerides (TG) levels were significantly lower at 22°C. Lastly, the lower ambient temperature significantly decreased the majority of serum amino acids concentrations compared to control mice (Table 1).

**Table 1:** **Circulating metabolites of mice housed at 22°C or at control 29°C for 5 days**.

	**29°C**	**22°C**		
Glucose (mmol/l)	6.46 ± 0.21	5.88 ± 0.14	^*^	Down
Hematocrit (%)	46.96 ± 0.58	49.68 ± 0.77	^*^	Up
Adiponectin (μg/ml)	9.85 ± 0.50	8.62 ± 0.85		
Glucagon (ng/ml)	0.80 ± 0.06	0.70 ± 0.07		
Insulin (ng/ml)	15.10 ± 1.83	7.24 ± 1.25	^**^	Down
HOMA-IR (pmol/l^*^mmol/l)	127.61 ± 16.44	54.35 ± 9.23	^**^	Down
Leptin (ng/ml)	118.89 ± 1.83	31.77 ± 5.06	^**^	Down
FFA (μmol/l)	617.31 ± 34.80	721.95 ± 38.72	*P* = 0.0811	
TG (mg/mg protein)	90.37 ± 6.85	48.97 ± 3.08	^***^	Down
**CARNITINES (μmol/l)**				
C0	20.30 ± 1.01	14.53 ± 0.52	^***^	Down
C2	10.12 ± 0.50	14.83 ± 1.01	^***^	Up
C3	0.192 ± 0.013	0.159 ± 0.006	^*^	Down
C14	0.052 ± 0.003	0.048 ± 0.001		
C14:1	0.063 ± 0.004	0.066 ± 0.002		
C14:2	0.018 ± 0.001	0.022 ± 0.0.01	^*^	Up
C16	0.143 ± 0.007	0.162 ± 0.007	^*^	Up
C16:1	0.052 ± 0.004	0.050 ± 0.002		
C18	0.041 ± 0.002	0.049 ± 0.003	^*^	Up
C18:1	0.185 ± 0.011	0.236 ± 0.013	^**^	Up
C18:2	0.109 ± 0.005	0.155 ± 0.006	^***^	Up
**AMINO ACIDS (μmol/l)**				
Alanine	488.27 ± 38.80	421.65 ± 17.85		
Arginine	242.68 ± 35.95	115.99 ± 30.04	^*^	Down
Citrulline	66.27 ± 3.27	44.75 ± 2.33	^***^	Down
Glutamic acid	99.06 ± 14.85	79.05 ± 5.96		
Glycine	333.31 ± 13.91	288.61 ± 15.26	^*^	Down
Histidine	47.27 ± 3.13	36.76 ± 1.35	^**^	Down
Lysine	393.76 ± 26.12	297.27 ± 20.79	^**^	Down
Methionine	67.11 ± 7.23	44.70 ± 4.13	^*^	Down
Ornithine	116.84 ± 12.79	78.50 ± 7.87	^*^	Down
Phenylalanine	101.11 ± 8.95	68.92 ± 4.36	^**^	Down
Proline	108.64 ± 8.99	81.84 ± 7.97	^*^	Down
Threonine	23.96 ± 1.80	19.46 ± 1.05	^*^	Down
Tryptophan	42.88 ± 2.44	31.55 ± 1.82	^**^	Down
Tyrosine	111.17 ± 10.16	76.26 ± 6.99	^*^	Down
Valine	139.69 ± 10.89	111.42 ± 6.64	^*^	Down
(Iso)leucine	309.27 ± 34.81	211.29 ± 14.24	^*^	Down

Glucose and hematocrit levels were measured in blood. Adiponectin, glucagon, insulin, and leptin concentrations (all n = 8), free fatty acid (FFA), and triglycerides (TG) concentrations (both n = 12), carnitine and amino acid concentrations (both n = 10) were measured in serum. HOMA-IR was calculated using insulin and glucose levels (n = 8). Temperatures indicate housing temperatures of the mice. Lower or higher significant concentrations at 22°C are indicated with down or up respectively. Data is presented as mean ± SEM. Significant different values are indicated with

* *p < 0.05*,

** p < 0.01, and

*** *p < 0.001*.

### WAT transcriptomics

Next, global gene expression in eWAT of mice switched to 22°C vs. continuous 29°C was analyzed. In total, 125 unique genes (142 probes) were differentially regulated between the two groups of mice. The top 20 up regulated and down regulated unique genes can be found in Table 2. The two genes with the highest absolute fold change of 22°C vs. 29°C housing were cholecystokinin (*Cck*, fold change of −8.00) and tryptophan hydroxylase 2 (*Tph2*, fold change of −4.91) (Figure 4B). The massively decreased *Cck* expression in 22°C housed mice was confirmed by RT-qPCR, and was also observed, albeit to a lesser extent, in rWAT, but not in mWAT (Figure 5A). eWAT CCK protein levels showed a 25% decrease, although non-significant, in mice housed at 22°C (Figure 5B). While RT-qPCR readily confirmed the strongly decreased *Tph2* expression in eWAT of 22°C housed mice, *Tph2* levels in mWAT and rWAT remained below quantification levels (Figure 5C).

**Table 2:** **Top 20 up and down regulated unique genes (FDR *p* < 0.05) of epididymal WAT**.

**Gene symbol**	**Gene name**	**Systematic name**	**Fold change**	**Assigned process**
Pdk4	Pyruvate dehydrogenase kinase, isoenzyme 4	NM_013743	2.14	Carbohydrate metabolism/insulin signaling
Vnn1	Vanin 1	NM_011704	2.03	Inflammation, oxidative stress
Thbs2	Thrombospondin 2	NM_011581	1.60	Tissue remodeling
Tmem140	Trans membrane protein 140	NM_197986	1.52	Unknown function
Txnip	Thioredoxin interacting protein	NM_001009935	1.49	Oxidative stress
Twist2	Twist basic helix-loop-helix transcription factor 2	NM_007855	1.42	Inflammation, tissue remodeling
F3	Coagulation factor III	NM_010171	1.42	Other
Slc27a1	Solute carrier family 27 (fatty acid transporter), member 1	NM_011977	1.39	Fatty acid metabolism
Antxr1	Anthrax toxin receptor 1	NM_054041	1.37	Tissue remodeling
Ppfibp1	PTPRF interacting protein, binding protein 1 (liprin beta 1)	NM_001170433	1.36	Tissue remodeling
Klf9	Kruppel-like factor 9	NM_010638	1.33	Tissue remodeling
Srgap1	SLIT-ROBO Rho GTPase activating protein 1	NM_001081037	1.33	Tissue remodeling
chr4:101010948-101032148_R		chr4:101010948-101032148_R	1.33	Unknown function
Pdgfra	Platelet derived growth factor receptor, alpha polypeptide	NM_011058	1.33	Tissue remodeling
Coro2b	Coronin, actin binding protein, 2B	NM_175484	1.32	Tissue remodeling
Fgfr1	Fibroblast growth factor receptor 1	NM_010206	1.29	Tissue remodeling
Rdm1	RAD52 motif 1	NM_025654	1.27	Other
Hipk3	Homeodomain interacting protein kinase 3	NM_010434	1.27	Other
Osbpl11	Oxysterol binding protein-like 11	NM_176840	1.25	Fatty acid metabolism
Larp6	La ribonucleoprotein domain family, member 6	NM_026235	1.23	Tissue remodeling
Ggt6	Gamma-glutamyltransferase 6	NM_027819	−1.96	Unknown function
Ccl19	Chemokine (C-C motif) ligand 19	NM_011888	−2.06	Inflammation
Scd2	Stearoyl-Coenzyme A desaturase 2	NM_009128	−2.13	Fatty acid metabolism
A_55_P2034320		A_55_P2034320	−2.21	Unknown function
Plch2	Phospholipase C, eta 2	NM_175556	−2.25	Other
Tuba1a	Tubulin, alpha 1A	NM_011653	−2.28	Tissue remodeling
Atp1a4	ATPase, Na+/K+ transporting, alpha 4 polypeptide	NM_013734	−2.31	Other
Gm6484	Predicted gene 6484	NM_001080940	−2.33	Fatty acid metabolism
D3Bwg0562e	DNA segment, Chr 3, Brigham & Women's Genetics 0562 expressed	NM_177664	−2.37	Other
Pla2g2e	Phospholipase A2, group IIE	NM_012044	−2.39	Fatty acid metabolism
Gys2	Glycogen synthase 2	NM_145572	−2.39	Carbohydrate metabolism/ insulin signaling
Serpina3m	Serine (or cysteine) peptidase inhibitor, clade A, member 3M	NM_009253	−2.39	Unknown function
Gm949	ADP-ribosylation factor-like 14 effector protein-like	NM_001033446	−2.44	Unknown function
Tekt1	Tektin 1	NM_011569	−2.78	Tissue remodeling
Ccl8	Chemokine (C-C motif) ligand 8	NM_021443	−2.86	Inflammation
Saa1	Serum amyloid A 1	NM_009117	−2.91	Inflammation
Saa3	Serum amyloid A 3	NM_011315	−3.49	Inflammation
S100a8	S100 calcium binding protein A8 (calgranulin A)	NM_013650	−4.31	Inflammation
Tph2	Tryptophan hydroxylase 2	NM_173391	−4.91	Other
Cck	Cholecystokinin	NM_031161	−8.00	Other

*Gene symbols are sorted based on fold change of the 22°C housed mice over 29°C housed mice*.

**Figure 4:**
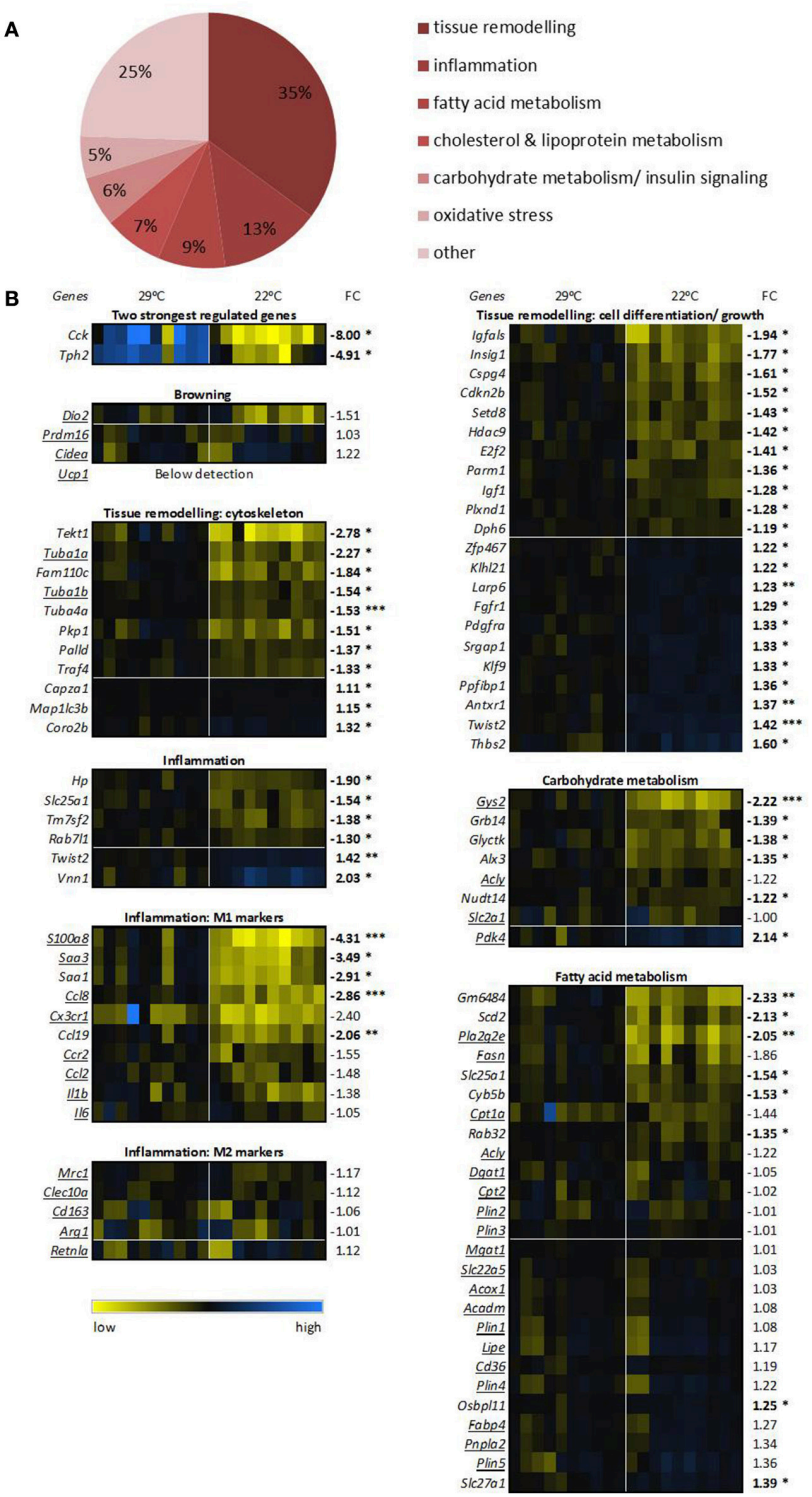
**Transcriptomics of epididymal white adipose tissue. (A)** Differential expression of processes between 29°C and 22°C housed mice (*n* = 10). Processes are ranked based on known functions of all genes with significant false discovery rate adjusted *p*-values. **(B)** Expression of key genes for the top 2 differential expressed processes, processes involved in metabolism, and the 2 genes with the highest fold change (FC). Expression of the control 29°C group has been set at 1. Underlined genes are key markers for the assigned processes. Genes are ranked based on FC, bold numbers indicate significantly different transcript levels between the 22°C vs. control 29°C housed mice and are assigned with ^*^p < 0.05, ^**^p < 0.01, and ^***^p < 0.001. See Supplementary Table 2 for gene names, systematic names, and full *p*-values.

**Figure 5:**
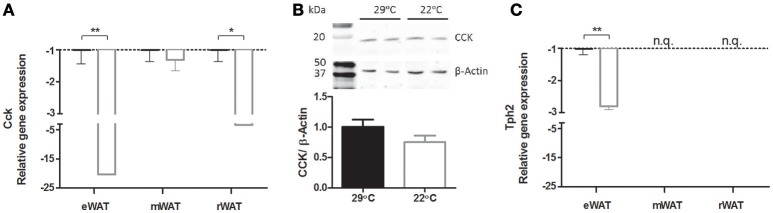
**Relative expression of *Cck* and *Tph2* in white adipose tissues at 29°C or 22°C ambient temperature. (A)** *Cck* gene expression in white adipose tissue of epididymal (eWAT), mesenteric (mWAT), and retroperitoneal (rWAT) origin, as measured by RT-qPCR (*n* = 7–10), **(B)** Representative samples of CCK protein levels in eWAT as measured by Western blot and normalized using β-Actin (*n* = 11–12), **(C)** *Tph2* gene expression as measured by RT-qPCR (*n* = 8–10). Cck: cholecystokinin; *Tph2*, tryptophan hydroxylase 2. Data is presented as mean ± SEM. N.q., not quantifiable. Significant different values of the 22°C housed mice (white bar) compared to the control 29°C housed mice (black bar) are indicated with ^*^p < 0.05, ^**^p < 0.01.

Pathway analysis of process networks and GO processes revealed that 8 of the top 10 process networks and 5 of the top 10 GO processes involved tissue remodeling related processes (Table 3). Furthermore, 2 of the top 10 process networks and 1 of the top 10 GO processes were related to inflammation.

**Table 3:** **Top 10 regulated process networks and gene ontology (GO) processes of eWAT in mice housed at 22°C compared to 29°C**.

	***p*****-value**	**FDR**	**Genes regulated**	**Total genes**
**PROCESS NETWORKS**				
1. Cytoskeleton_Cytoplasmic microtubules	2.96E-03	2.02E-01	7	115
2. Inflammation_IL-6 signaling	3.58E-03	2.02E-01	7	119
3. Development_Neurogenesis_Axonal guidance	4.85E-03	2.02E-01	10	230
4. Cell cycle_G0-G1	6.39E-03	2.02E-01	5	71
5. Cell adhesion_Attractive and repulsive receptors	8.60E-03	2.02E-01	8	175
6. Cytoskeleton_Spindle microtubules	9.46E-03	2.02E-01	6	109
7. Cytoskeleton_Regulation of cytoskeleton rearrangement	1.11E-02	2.03E-01	8	183
8. Cell adhesion_Leucocyte chemotaxis	2.07E-02	3.32E-01	8	205
9. Cell cycle_Mitosis	2.95E-02	4.19E-01	7	179
10. Cell cycle_Mitosis	3.35E-02	4.19E-01	7	184
**GO PROCESSES**				
1. Acute inflammatory response	7.73E-10	1.82E-06	13	122
2. Regulation of cell migration	8.22E-10	1.82E-06	30	754
3. Organic hydroxy compound metabolic process	1.55E-09	1.86E-06	27	636
4. Regulation of cellular component movement	2.02E-09	1.86E-06	32	881
5. Regulation of molecular function	2.32E-09	1.86E-06	72	3,333
6. Regulation of cell motility	2.90E-09	1.86E-06	30	796
7. Regulation of catalytic activity	2.93E-09	1.86E-06	63	2,735
8. Alcohol metabolic process	4.09E-09	2.27E-06	22	448
9. Regulation of locomotion	6.11E-09	2.93E-06	31	872
10. Response to external stimulus	6.61E-09	2.93E-06	62	2,725

*Based on unique genes with a false discovery rate (FDR) adjusted p < 0.1*.

Next, we assigned the significantly regulated genes with known functions, 93 of 125 genes, to biological processes. The most common processes related to tissue remodeling (34%), followed by inflammation (13%), fatty acid metabolism (9%), cholesterol and lipoprotein metabolism (8%), carbohydrate metabolism/insulin signaling (6%), and oxidative stress (5%) (Figure 4A). In the process with most regulated genes, tissue remodeling, the cytoskeleton genes such as tubulin-members alpha 1A (*Tuba1a*) and tubulin gamma 1 (*Tubg1*), mainly showed a lower expression in the 22°C housed mice (Figure 4B), which may be related to the observed decreased fat mass (and presumably reduced adipocyte size) in these mice compared to the 29°C housed control mice. Among cell differentiation/ growth genes, we see up regulation as well as down regulation, likely reflecting functional repositioning of the tissue.

The second most regulated process, inflammation, showed overall a marked decrease for 22°C housed mice. We specifically examined known key genes for pro-inflammatory M1 or anti-inflammatory M2 macrophages. Key genes of M1 macrophage inflammation, such as S100 calcium binding protein A8 (*S100a8*), and chemokine (C-C motif) ligand 8 (*Ccl8*) were significantly down regulated or showed a trend toward a down regulation in the 22°C housed mice, while M2 macrophage genes were not differentially regulated (Figure 4B). This suggests a decreased M1 over M2 ratio.

Subsequently, we verified transcript levels of genes involved in metabolism and analyzed the expression of known key genes involved in metabolism of eWAT. Expression of some key genes of carbohydrate metabolism showed significant differences between the two groups of mice. For example, *Gys2* expression was decreased, and *Pdk4* expression was increased in the mice housed at 22°C (Figure 4B), relating to the switch to fatty acid oxidation as measured by RER. In contrast to expectation, key genes involved in lipolysis and fatty acid oxidation, such as hormone sensitive lipase (*Lipe*), patatin-like phospholipase domain containing 2 (*Pnpla2*, a.k.a. *Atgl*), and *Cpt1a*, were mostly unaltered. Some genes involved in fatty acid metabolism did show changed transcript levels, such as increased *Pla2g2e* expression and nearly significantly decreased *Fasn* expression levels in eWAT in 22°C housed mice (Figure 4B).

Specific analysis of genes involved in browning showed that none of the known key genes, e.g., cell death-inducing DNA fragmentation factor, alpha subunit-like effector A (*Cidea*), and deiodinase iodothyronine, type II (*Dio2*) showed any changed expression. *Ucp1* remained below detection, indicating absence of browning occurring in eWAT of the 22°C housed mice (Figure 4B).

To extend our findings to other visceral WAT depots, expression of key marker genes was determined in eWAT, mWAT, and rWAT using RT-qPCR (Figure 6). The strong down regulation of inflammation, marked by the M1 macrophage associated gene *S100a8* was clearly observed in all three depots (Figure 6A). Similarly, the significant changes in the marker genes for carbohydrate metabolism were seen for all three depots: *Gys2* was down regulated in all three depots (Figure 6B), while *Pdk4* was up regulated, although not significant in mWAT (Figure 6C) Neglectable to small changes were seen for genes related to lipid metabolism; *Cpt1a* was unaltered in all three depots (Figure 6D), *Fasn* was significantly decreased only in eWAT (Figure 6E), and *Acadl* was significantly increased only in rWAT (Figure 6F). The browning marker *Ucp1* was not quantifiable in eWAT and mWAT, but appeared to be expressed and significantly increased in rWAT (Figure 6G).

**Figure 6:**
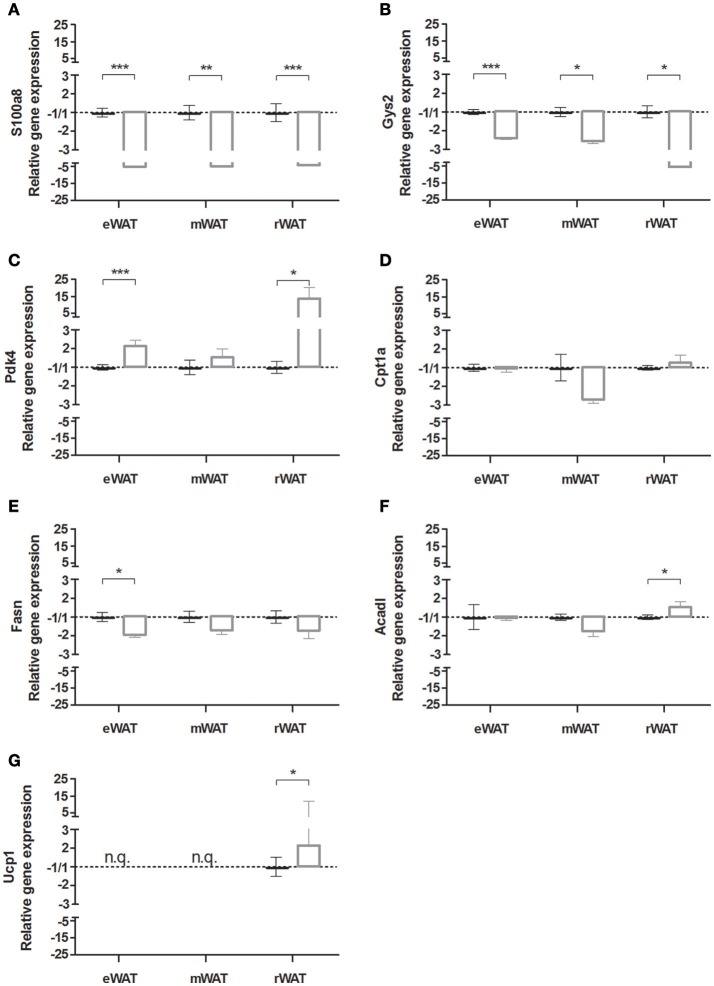
**Gene expression in white adipose tissue (WAT) depots of mice housed at either 29°C or 22°C**. Relative gene expression of **(A)** s100 calcium binding protein A8 (*s100a8*), **(B)** glycogen synthase 2 (*Gys2*), **(C)** pyruvate dehydrogenase kinase, isoenzyme 4 (*Pdk4*), **(D)** carnitine palmitoyltransferase 1a (*Cpt1a*), **(E)** fatty acid synthase (*Fasn*), **(F)** acyl-coenzyme A dehydrogenase long chain (*Acadl*), and **(G)** uncoupling protein 1 (*Ucp1*), of the 22°C vs. the 29°C housed mice in epididymal WAT (eWAT), mesenteric WAT (mWAT) and retroperitoneal WAT (rWAT). Data is presented as mean ± SEM (*n* = 4–10). Significant different values of the 22°C housed mice (white bar) compared to the 29°C housed mice (black bar) are indicated with ^*^p < 0.05, ^**^p < 0.01, and ^***^p < 0.001.

## Discussion

In this study we showed that lowering the housing temperature of DIO mice from thermoneutrality to 22°C for 5 days resulted in upregulation of key thermogenic genes in BAT. Furthermore, body weight and total body fat were decreased, food intake was initially reduced but returned to amounts similar as seen before the switch to 22°C housing. Whole body EE, fatty acid oxidation, and physical activity were increased during the 5 days. This was associated with lower blood glucose, and serum insulin and leptin levels at 22°C housing. Moreover, most serum carnitine levels were increased, and serum FFA levels showed a trend toward increase, while most amino acids levels and serum TG levels were decreased, cumulative indicating altered substrate fluxes. Transcriptomics of eWAT revealed primarily downregulation of especially the cytoskeleton related genes within the tissue remodeling genes and a downregulation of M1 macrophages at 22°C vs. 29°C. Expression of some genes related to carbohydrate metabolism changed upon housing at 22°C, while expression of genes related to fatty acid metabolism was mostly unchanged. Furthermore, browning was increased at 22°C in only rWAT within 5 days, while not quantifiable in eWAT and mWAT. *Cck* and *Tph2* were the two most differently expressed genes due to the reduction in ambient temperature.

### Cold response in BAT

Increased gene expression levels of *Fgf21, Ppargc1a*, and *Ucp1* in BAT showed a similar response as found previously in cold (4–10°C) exposure experiments (Puigserver et al., 1998; Fisher et al., 2012; Shore et al., 2013; Ye et al., 2013), confirming that the relatively modest decrease in temperature from thermoneutrality to 22°C activates the adaptive thermogenic process in BAT in a similar way as during a more extreme cold exposure. In studies in which (near) thermoneutral temperatures (25–29°C) were lowered to room temperature (20–23°C), regulation of *Ucp1* levels appeared also to be related to the macronutrient composition of the diet consumed: mice fed high-fat diets increased *Ucp1* levels massively (this study and Rippe et al., 2000), while mice that consumed standard diets did not or only modestly increase *Ucp1* levels in BAT (Rippe et al., 2000; Uchida et al., 2010).

### Energy balance

EE was increased throughout the 5 days of decreased ambient temperature, in accordance with a recent study (Ravussin et al., 2012). In contrast to this study, which showed unchanged activity measurements after 44 days of room temperature housing compared to thermoneutrality, our study showed increased physical activity levels. Food intake was not increased after 5 days at 22°C, confirming previous findings (Rippe et al., 2000). Overall, this resulted in decreased body weight and fat mass within 5 days, supporting earlier findings in high fat-fed mice (Rippe et al., 2000; Ravussin et al., 2012). In our study, we observed a similar decrease in relative WAT mass in eWAT and rWAT. In contrast, mice fed a standard (low fat) diet showed absence of decreased body weight, due to increased food intake (Rippe et al., 2000; Uchida et al., 2010; Ravussin et al., 2012). This suggests that mice fed a standard (low fat) diet use increased dietary energy to compensate for the higher EE, while mice fed a high fat diet use internal fat stores in their body as energy source for the increased EE. Recently, it was shown that cold-exposed (4°C) DIO mice indeed increased the use of endogenous energy reserves, while mice with lower levels of obesity increased their food intake and used less of the endogenous energy reserves as energy source in the cold environment (Jaroslawska et al., 2015).

### Serum parameters

Increased energy demands due to higher EE in the cooler housed mice, combined with a lack of increased food intake, will deplete glycogen stores and energy supply will rely more on fatty acid usage (lower RER), obtained from internal fat stores, representing a negative energy balance. This was reflected in serum parameters. Although mice were exposed to a relative mild temperature reduction, both blood glucose levels and serum insulin levels were lower, suggesting an improved insulin sensitivity in these mice, similarly seen in cold exposed (4°C) mice (Bartelt et al., 2011). As a result, 22°C housed mice will have a relative lower insulin-suppressed lipolysis, thus increasing fatty acid oxidation (Schooneman et al., 2013), which is supported by the observed increased serum acylcarnitine/carnitine ratio combined with the decreased RER, and the increased *Pdk4* expression in eWAT and rWAT. Likewise, serum TG levels were decreased in the 22°C housed mice, supporting previous findings upon cold-exposure (4°C) in both obese and lean mice (Bartelt et al., 2011), likely caused by increased lipoprotein lipase activity in BAT upon noradrenalin stimulation (Carneheim et al., 1984). All serum amino acids tended to or were significantly decreased in the 22°C housed mice, potentially due to increased amino acid oxidation as seen previously in states of low energy intake such as prolonged fasting (Thompson et al., 2012). Lastly, serum leptin levels were greatly decreased in mice housed at 22°C. Cold exposure of 30 min at 4°C already reduced plasma leptin levels in humans (Pizon et al., 2009).

### WAT gene expression

Expression of genes involved in browning of eWAT was not induced by reducing housing temperature. Similarly, mice exposed to 10°C for 20 h showed induction of thermogenic genes in subcutaneous inguinal WAT (iWAT) but not in eWAT (Ye et al., 2013). *Ucp1* gene expression levels were likewise not induced in our study in mWAT; however, rWAT showed a cold-induced response with increased *Ucp1* expression. This corresponds to a relative resistance of eWAT and mWAT to browning, while rWAT could be considered a browning prone adipose tissue depot (Walden et al., 2012).

Markers for M1 (recruited) pro-inflammatory macrophages showed lower expression in eWAT in the mice housed at 22°C compared to 29°C, while M2 (resident) anti-inflammatory macrophage markers did not show a different expression between the two groups of mice. This effect seems similar in mWAT and rWAT based on the decreased *S100a8* gene expression in these WAT depots. Therefore, a shift toward a lower M1 over M2 ratio seems to occur in the WAT of 22°C housed mice. This shift has been associated with improved insulin sensitivity (as reviewed by Osborn and Olefsky, 2012). Similar to our study, decreased M1 and unchanged M2 marker expression were obtained in perivascular fat of ApoE^−/−^ mice housed at 22°C compared to 30°C; however, these mice did not show a difference in insulin resistance, but progression of atherosclerosis, a chronic inflammatory disease, was lower in the 22°C mice (Tian et al., 2016). A prolonged and/or more pronounced decrease in M1 macrophages might lead to increased insulin sensitivity. For example, switching mice from a HFD to a chow diet for 3 weeks changed the M1 macrophage phenotype to a less pro-inflammatory state, coincidental with an increased insulin sensitivity (Li et al., 2010), which agrees with the improved HOMA-IR we found in our study.

Overall, fatty acid metabolism hardly appeared to be affected when analyzed by transcript levels increased in visceral WAT of mice housed at 22°C. Similarly, lipolysis was not changed in WAT of female standard-fed mice housed for 24 h at either 22°C or 8°C (Shore et al., 2013). Because several serum parameters, e.g., carnitine levels, adiposity, and RER indicate increased fatty acid oxidation in 22°C housed mice, likely other WAT depots, such as subcutaneous WAT, or other metabolic organs, like liver and BAT, play a more prominent role than eWAT to adapt to the cooler ambient temperature.

Lower *Gys2* expression in the animals suggests that less glucose is stored as glycogen in eWAT, mWAT, and rWAT. Glycogen turnover has been shown also to play a role in adipose tissue in between carbohydrate and lipid metabolism (Markan et al., 2010), as well as linked to WAT inflammation in humans (Ceperuelo-Mallafre et al., 2016). Next to this, increased *Pdk4* levels might link to the lower glucose levels or reduced glycogen turnover, and indicate a decreased conversion of pyruvate in the carbohydrate oxidation pathway. Overall, the expression of these genes indicate that carbohydrate catabolism might be decreased in WAT of 22°C housed mice, which is in line with the lower RER.

### Cck and Tph2 expression in WAT

We unexpectedly observed expression of *Cck* in eWAT. CCK is known for its function in the gastrointestinal tract, where it is involved in activating gallbladder contraction, pancreatic enzyme secretion, and bile delivery to the duodenum; furthermore, CCK reduces meal size and increases behavioral satiety (for a review, see Moran and Kinzig, 2004). It is proposed that the main mechanism involved in inducing CCK-related satiety involves stimulation of vagal afferents located adjacent to enteroendocrine I cells, where CCK is produced (Larsson and Rehfeld, 1978; Moran and Kinzig, 2004). Herewith, information regarding energy status of ingested food is send directly from the gastrointestinal tract to the central nervous system, providing negative feedback leading to feeding inhibition.

The function of CCK in WAT is unknown. However, WAT seems to be innervated by the SNS (Bamshad et al., 1998; Bowers et al., 2004). Noradrenalin released from the nerve endings, e.g., as a result of cold exposure, can stimulate adrenergic receptors on the membrane of the adipocytes, influencing lipolysis in these cells (Brito et al., 2008). Furthermore, sensory afferents have been shown to originate from WAT, which might be interpreted as a direct feedback mechanism involved in adipose tissue status and regulation (Fishman and Dark, 1987; Bartness et al., 2010). It could be hypothesized that CCK released from adipocytes stimulates the sensory afferents in WAT, similarly to the stimulation of vagal afferents by CCK in the intestines, thereby involved in reporting energy status of WAT to the central nervous system. The striking decrease in *Cck* expression (top altered gene expression between the groups) in both eWAT and rWAT upon exposure to mild cold, as shown in our study, could thereby inform the brain of depleting energy storage in WAT. This seems to be reflected by the gradual increase in food intake during days 1–5. However, more research is needed to establish the role of sensory fibers in WAT and the potential function of CCK in this process.

Interestingly, the second most decreased transcript in the 22°C housed mice is *Tph2*. *Tph1* and *Tph2* are the rate limiting enzymes of serotonin production. *Tph1* was shown to be expressed peripherally, while *Tph2* was shown to induce central production of serotonin in neurons (Walther et al., 2003). Serotonin and CCK are both involved as signaling molecules in digestion of food and the regulation of food intake. Both serotonin and CCK have been shown to stimulate vagal afferent fibers, even interacting synergistically, which could result in a modulation of the signals from the gastrointestinal tract and thereby influencing the regulation of the central nervous system (Li et al., 2004). It was shown that Tph1^−/−^ mice probably have a higher sensitivity for β-adrenergic stimulation, which resulted in increased thermogenesis in BAT, and increased gene expression of browning-related genes in eWAT and iWAT compared to Tph1^+/+^ mice (Crane et al., 2015). This suggests that the impressively decreased *Tph2* expression in eWAT of 22°C housed mice might have a lowered serotonin production, resulting in browning and/ or lipolysis of WAT depots and increased BAT uncoupling as suggested by, i.e., *Ucp1* expression. Indeed, total fat mass and adiposity were significantly reduced.

## Conclusion

Housing at 29°C or switched to an ambient temperature of 22°C for 5 days induces metabolic changes in DIO mice. Mice housed at 22°C increased expression of thermogenic genes in BAT, increased whole body EE with concomitant increased activity and increased fatty acid to carbohydrate oxidation ratio compared to control thermoneutral housed mice, while food intake remained similar. Visceral adipose tissue, although being considered to be relatively resistant to thermogenesis-induced browning, showed adaptational changes to the reduction in temperature. The most pronounced different processes were a decrease in cytoskeleton regulation and a decreased M1 inflammatory over M2 anti-inflammatory markers of macrophages, accompanied by decreased circulating glucose and insulin levels, and an increased serum acylcarnitine/carnitine ratio. Concomitantly, *S100a8* gene expression was decreased in eWAT, mWAT, and rWAT. Expression of genes related to carbohydrate metabolism indicated decreased carbohydrate oxidation, while fatty acid oxidation was not increased in eWAT, mWAT, and rWAT. Browning was not induced in eWAT, and *Ucp1* levels were only expressed and induced in rWAT. Furthermore, we postulate that the lower WAT *Cck* and eWAT *Tph2* levels could provide neurosignaling of energy status in WAT to the brain. In total, we showed that visceral WAT metabolism is altered when switching DIO mice from a thermoneutral environment to the ambient temperature they are usually housed at.

## Author contributions

Data collection and analysis: animal study (IvdS, FH, JK, EvS), indirect calorimetry (IvdS, FH, JK, EvS), blood and tissue collection (IvdS, FH), serum parameters (IvdS, FH, JŠ, DF), RNA isolation (IvdS, FH), reverse-transcription quantitative real-time polymerase chain reaction (IvdS, FH), whole genome gene expression microarrays (IvdS, FH, EvS, JK). All authors were involved in study design, interpretation of the data, drafting the manuscript and approval of the final manuscript, and agree to be accountable for aspects investigated.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Metabolic Response of Visceral White Adipose Tissue of Obese Mice Exposed for 5 Days to Human Room Temperature Compared to Mouse Thermoneutrality
**Source:** Front Physiol. 2017 Mar 23;8:179. doi: 10.3389/fphys.2017.00179
**Supplement:** Supplementary file 1

**Supplementary table 1. Primer sequences used for RT-qPCR.**

| Genes           | Full name                                                               | Forward primer sequence (5' --> 3') | Reverse primer sequence (5' --> 3') | Tissue  | Annealing temperature (°C) |
|-----------------|-------------------------------------------------------------------------|-------------------------------------|-------------------------------------|---------|----------------------------|
| Fgf21           | fibroblast growth factor 21                                             | AGATCAGGGAGGATGGAACA                | TCAAAGTGAGGCGATCCATA                | BAT     | 57                         |
| Ppargc1a        | peroxisome proliferative activated receptor, gamma, coactivator 1 alpha | CCCTGCCATTGTTAAGACC                 | TGCTGCTGTTCTGTTTTC                  | BAT     | 60                         |
| Ucp1            | uncoupling protein 1                                                    | CCGAAGTGCAACCCACCATGGG              | CCTTCACCTTGATCTGAAGGCGGA            | BAT/WAT | 60                         |
| Cck             | cholecystokinin                                                         | ACTGCTAGCGCGATACATCC                | CATCCAGCCCATGTAGTCCC                | WAT     | 58                         |
| Tph2            | tryptophan hydroxylase 2                                                | TACACCCCGGAACCAGATAC                | CAAAGGATTTACACACGCC                 | WAT     | 58                         |
| Acadl           | acyl-Coenzyme A dehydrogenase, long-chain                               | TGCACACATACAGACGGTGCAGC             | GCAGAACCGGAGTCCAGACGT               | WAT     | 60                         |
| Cpt1a           | carnitine palmitoyltransferase 1a                                       | AAAGATCAATCGGACCCTAGACA             | CAGCGAGTAGCGCATAGTCA                | WAT     | 57                         |
| Fasn            | fatty acid synthase                                                     | AGTTAGAGCAGGACAAGCCCAAG             | GTGCAGAGCTGTGCTCCTGA                | WAT     | 58                         |
| Gys2            | glycogen synthase 2                                                     | TTGTCGGTGACATCCCTTGG                | TTGGCCTTGGTCTGGATCAC                | WAT     | 62                         |
| Pdk4            | pyruvate dehydrogenase kinase, isoenzyme 4                              | ACTCCACTGCTCCAACACCTG               | TGATAGCGTCTGTCCCATAACCTG            | WAT     | 60                         |
| S100a8          | S100 calcium binding protein A8 (calgranulin A)                         | ACTTCGAGGAGTTCCTTGCG                | TGCTACTCCTTGTGGCTGTC                | WAT     | 60                         |
| Reference genes |                                                                         |                                     |                                     |         |                            |
| B2m             | beta-2 microglobulin                                                    | CCCCACTGAGACTGATACATACGC            | AGAAACTGGATTTGTAATTAAGCAGGTTC       | BAT/WAT | 60                         |
| Canx            | calnexin                                                                | GCAGCGACCTATGATTGACAACC             | GCTCCAAACCAATAGCACTGAAAGG           | BAT     | 58                         |
| Rps15           | ribosomal protein S15                                                   | CGGAGATGGTGGGTAGCATGG               | ACGGGTTTGTAGGTGATGGAGAAC            | WAT     | 60                         |

**Supplementary table 2. Microarray pathway analysis of gene profiles of eWAT of 22°C housed mice compared to 29°C housed mice.**

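Each row of Supplementary Table 2 is a transcript measured in eWAT, the fat pad that lies along the epididymis, on the whole mouse genome microarray of the methods. The array carries short DNA probes of 60 bases, and the brightness of a probe's spot follows the amount of labelled RNA that binds it. The systematic name in the table is the RefSeq transcript number by which the array's annotation links a probe to a gene. The table has 94 rows with 91 different systematic names, because *Twist2*, *Slc25a1* and *Acly* are each listed under more than 1 process. In the annotation that the deposited scanner files carry, 85 of these names are found as they are printed. The other 6, those of *Clec10a*, *Cd163*, *Mgat1*, *Plin1*, *Cd36* and *Plin5*, stand there under another transcript number, with 1 probe for each gene symbol. Of the names found, 64 have 1 probe, 16 have 2 probes and 5 have 3 or more, the highest number being 4. *Cck*, *Tph2* and *Ucp1* are measured by 1 probe each. On the mouse genome build mm9, which the annotation uses, the *Cck* probe lies on chromosome 9 from 121398943 to 121399002 and has the sequence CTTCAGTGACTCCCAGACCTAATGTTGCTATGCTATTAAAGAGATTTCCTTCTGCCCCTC. The *Tph2* probe lies on chromosome 10 from 114516684 to 114516743, with the sequence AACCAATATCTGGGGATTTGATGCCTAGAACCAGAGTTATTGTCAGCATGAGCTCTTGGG. The *Ucp1* probe lies on chromosome 8 from 85821788 to 85821847, with the sequence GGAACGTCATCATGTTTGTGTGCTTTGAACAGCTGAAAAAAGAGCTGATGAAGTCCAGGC.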

Expression of the 2 strongest regulated genes, and key genes for browning, tissue remodelling, inflammation, and metabolism. Genes are ranked based on FC per subgroup. Underlined genes are key markers for the assigned processes. FC = fold change, P = Benjamini-Hochberg false discovery rate-adjusted p-value of Student's *t*-test.

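A fold change in this table is a ratio of mean expression in the mice moved to the lower temperature over that in the mice kept at thermoneutrality, and a number below 0 marks a gene that is listed as down regulated. The P value beside it was adjusted for the number of probes that were tested. In the paper's table 60 of the 94 rows have a P value under 0.05 and 33 rows have a higher one, while *Ucp1* is given without a P value. The systematic names of *Gys2*, *Pla2g2e*, *Cpt1a* and *Cx3cr1* each belong to 2 probes, so that the name does not single out a spot. The *Gys2* probes lie on chromosome 6 of mm9 from 142371157 to 142371216 and from 142371915 to 142371974. Those of *Pla2g2e* lie on chromosome 4 from 138438368 to 138438427 and from 138438659 to 138438718. For *Cpt1a*, 1 probe lies on chromosome 19 from 3384060 to 3384119 and has 1 spot per array. The other, from 3385374 to 3385433, was printed in 10 spots per array. The 2 probes of *Cx3cr1* lie on chromosome 9 from 119957811 to 119957870 and from 119959018 to 119959077. *S100a8*, a marker listed under inflammation, has 1 probe, on chromosome 3 from 90473778 to 90473837.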

How the deposited data were processed for this re-analysis (not part of the article)

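The arrays that were analysed measure RNA of epididymal WAT from 10 mice of 1 group. By the sample labels, these mice were fed the high fat diet for 12 weeks, kept at 29°C and injected daily for 5 days with desferrioxamine (DFO), a compound that binds iron, at 100 mg/kg. The paper's text does not describe this group, and its comparison of housing temperatures rests on other arrays that were not analysed here. No conclusion of the paper was therefore set beside values from these arrays. Mice are named by their replicate number in the labels.

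Each mouse was measured on 1 two-colour array. Its RNA was labelled with the dye Cy5, and a pool of RNA was labelled with Cy3 and put on every array. By the labels this pool holds RNA of all the mice of the wider study, the control mice included, so it is a common reference and no control group. The same labels say that part of each mouse's RNA went into it. The dyes were not swapped, so a log ratio of 1 gene also holds any dye bias of its probe, and no log ratio was tested against 0. The 10 arrays lay on 5 slides with 2 arrays each.

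The authors deposited 1 scanner file per array. The intensity values in these files are the mean and median brightness of each spot and of its local background in each dye, as the authors' scanner software wrote them, without normalization. The log10 ratio of Cy5 over Cy3 in the same deposited files was computed by that software after its own background subtraction and dye normalization. The files also hold flags of the software for spots that are well above background, uneven or saturated. The authors also deposited a table of normalized values for 30733 spots, whose unit was found from the values to be log2. Each column of it followed the log2 Cy5 median signal of its array (r between 0.994 and 0.999 over spots). Its deviations from the mean of each probe had an r of 0.911 over probes and arrays with those of the log2 ratio computed here and a slope of 1.11, so it was used as an alternative for differences between mice. The paper refers to an earlier publication for this normalization.

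From the intensity values, the mean signal was corrected for the median local background with the normexp method and an offset of 50, and normalized by loess within each array, with limma 3.58.1 in R 4.3.3. Channel values were further normalized between arrays (Aquantile). Control spots were left out after background correction, and spots marked as outliers were left out. Of the 59305 other spots, those with the same probe name were averaged, which gave 55681 probes: 55249 with 1 spot, 33 with 2 and 399 with 10. A gene was represented by the probe with its systematic name, or failing that its symbol, and with more than 1 probe by the one with the highest mean signal. Gene symbols are those of the array's annotation. A RefSeq gene table (assembly GRCm38.p6) served only to resolve older names, and 22301 of 34797 symbols on the array were found in it.

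A probe counted as expressed when Cy5 was well above background on at least 5 of the 10 arrays, which 27811 probes were, and 25137 were so in both channels. Median Cy5 signals lay between 54.8 and 81.3 over the arrays, against a median background of 32 to 37. No spot was saturated. The number of arrays and this margin over the background limit the precision. Python 3.11.15 with numpy, pandas and scipy was used for the other steps.

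The variance of log2 Cy5 between arrays was compared with that of log2 Cy3 for each probe with the Pitman-Morgan test for paired variances, with Benjamini-Hochberg adjustment and a threshold of 0.05. The slide was tested with limma's moderated F test. Gene lists were compared with 10000 random lists of the same size, drawn from 20 bins of mean signal. The genes of a random list were drawn singly. Lists whose genes vary together reach an extreme percentile more easily. Relations between genes were measured by Pearson's r and Spearman's rho, with 100000 permutations over 10 mice and all permutations over 6 mice, adjusted over the pairs. Where mice fell into separate clusters on a measure, r was taken within the cluster of 6 or more mice. Clusters were called where the measure parted the same mice as the first component of all expressed probes, or where its largest gap, with at least 3 mice on each side, came to 0.4 of its range. This rule was set after the values had been seen, in place of the planned r over all 10 mice.

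The tests of variance, slide, gene pairs, the paper's lists and the hypoxia list, their alternatives, the 18 pairs of genes and the lists for hypoxia, neutrophils, macrophages, blood, lymph node, lipogenesis, sperm, epididymis, mesothelium and brown fat were written before the data were examined. So was the rule for genes that the text names: genes of the paper's results text, of Table 2 and of Supplementary Table 2, genes of the lists and pairs, and the 5 probes with the largest SD of the log2 ratio among those well above background in both channels on all arrays. A list of motile cilia genes was added afterwards. The M1 and M2 lists are those of Supplementary Table 2. *Retnla* of the M2 list had no value in mouse 10, so the main setting used 4 of the 5 genes of that list. Lists of genes that the paper gives as up regulated (24 genes) and down regulated (47 genes) at the lower temperature were taken from Table 2 and from the rows of Supplementary Table 2 that pass its threshold. Alternatives were no background subtraction, median centring in place of loess, the scanner's log ratio, the deposited normalized values, other filters on dim probes, the slide as a block, the mean over all probes of a gene, and leaving out single mice.

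The steps were tested on simulated data. With 200 of 25049 probes given an added SD between mice of 4 times their Cy3 SD, the variance test recovered 20.0% of them with 1 false call, and with 10 times it recovered 96.5% with 11 false calls. For the slide, each changed probe was shifted on 1 slide by several times its SD between mice. Even so, only 59.5% of 200 changed probes among 27718 were recovered, with 9 false calls. Of 200 random gene lists, 2.0% fell below the 5th and 4.5% above the 95th percentile of their matched lists. Of 200 simulated pairs with no relation, 6.5% had a permutation p under 0.05.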

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

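The tests of spot noise, of the slide and of cell content in mice 2 and 8, and the search for a mouse far from the others in genes of the lists, were chosen after the results had been seen, while the variance test and the relation of *Tekt1* with the sperm list were planned. The samples are 1 group of mice, so no biological explanation was tested by a comparison of conditions.

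The paper does not report on the DFO-injected mice. For 14961 of 25049 probes, log2 Cy5 varied more between the 10 arrays than log2 Cy3 of the common pool (Pitman-Morgan test, Benjamini-Hochberg adjusted), and for 40 probes it varied less. The median SD over probes was 0.20 in Cy5 and 0.08 in Cy3. Cy5 holds 10 separate mice and Cy3 1 pool, so a larger spread in Cy5 was to be foreseen, and the count does not tell its source. Without normalization between arrays it was 4684, with a median SD of 0.28 in Cy5 and 0.20 in Cy3. Noise between spots was weighed first. Over the 251 probes with 10 spots per array, the SD over spots of 1 probe was nearly alike in both dyes (log2 of Cy5 over Cy3 SD, 0.14). That argues against larger spot noise in Cy5. Between arrays this ratio was 2.13, and it was the larger one for 99.6% of these probes. The SD over spots came from signals without normalization, and that between arrays from normalized values averaged over spots. Normalization between arrays lowered the Cy3 SD, so processing may be part of this contrast. Each mouse's RNA was labelled and hybridised on 1 array, so differences in the handling of single RNA samples stay open.

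On the second component of the 27718 expressed probes, which holds 8.81% of the variance between mice, mouse 2 stood alone. Its gap to the nearest of the other 9 mice was 0.804 of the range. Mouse 1, on the same slide, scored -0.0827 against 0.928 in mouse 2, within the -0.214 to 0.0102 of the other 8 mice, which argues against the slide. Ciliated cells are a candidate source: 7 genes of the list of 20 motile cilia genes were expressed, each was higher in mouse 2 than the median of the other mice, and their median difference of 1.38 on the log2 scale lay above that of each of 10000 matched lists. This list was written after the leading genes of the component had been seen and leaves them out. Sperm RNA is another, with a median difference of 1.07 over the 4 of 12 sperm genes that were expressed (percentile 99.96). *Prm1*, well above background in Cy5 on 8 of the 10 arrays, had a log2 ratio to the pool of -1.37 in mouse 2 and of -4.11 to -2.93 in the others, so that mouse 2 too was below the pool. The list of epididymis genes showed no such difference (median 0.037 over 4 of 14 genes, percentile 57.9), so epididymal epithelium stays open. Of the probes that lead this component, *Mia1* had a log2 ratio of 2.38 in mouse 2 and of -2.48 to -2.01 in the other mice, and *Lrp2* of 2.28 against -2.17 to -0.89. Both were picked after their values had been seen. *Cck* is also among the 15 leading probes, with 1.65 in mouse 2 and -2.74 to 0.41 in the others. Of the 47 genes that the paper lists as down regulated at the lower temperature, 36 were above the median of the other mice in mouse 2, with a median difference of 0.35 that exceeded each of 10000 matched lists. This last value is not clear of the first component, since 4 of the other 9 mice are set apart along it and the list falls with its score. The sperm and motile cilia lists do not follow that score (percentiles 31.9 and 31.6). An extreme percentile in mouse 2 is not special to these 2 lists. The blood list (0.84) and the M1 list (0.45) also lay above each matched list, the macrophage list (0.21, percentile 99.83) and the brown fat list (0.28, percentile 99.38) above nearly all, the lipogenesis list (-0.16, percentile 0.12) and the M2 list (-0.19, percentile 1.33) below nearly all and the mesothelium list (-0.36) below each. Their differences were smaller than those of the sperm and motile cilia lists, and like the value of the down regulated list they are not clear of the first component. By its mean log2 ratio mouse 2 lay within the range of the other 9 mice for the blood list (0.07, against 0.12 in mouse 1 and 0.49 in mouse 8), the M1 list (0.27, against 0.51 in mouse 1) and the macrophage, lipogenesis, mesothelium and M2 lists. It was highest for the brown fat list (0.38, against 0.16 or less) and for the sperm list (-0.80, against -1.67 or less).

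Of 198 expressed genes of the paper's results text, Table 2, Supplementary Table 2, the pairs and the lists set before the data were examined, 16 had 1 mouse far from the other 9 (8.08%), where chance gives about 1 in 20. In 8 of the 16 it was mouse 2, and genes that vary together are not separate findings. *Tekt1* was highest in mouse 2, with a gap of 0.508 of its range. Its log2 ratio there was 1.44, and 1.62 by its second probe, against -0.20 or less in the others by the first. Over the 6 mice that lie together on the first component, its r with the sperm list was 0.943 and its rho 0.371 (exact permutation test, p = 0.0708 and 0.497, adjusted p = 0.201 and 0.737), and r was 0.347 without the 2 mice farthest from the median, so this relation rests on mouse 2 and sperm RNA as its source stays open. *Glyctk*, printed as Glytk in the text of the supplement used here, was also highest in mouse 2, with a gap of 0.570 of its range and a log2 ratio of 0.63. Its second probe was well above background on 1 array only. *Ppargc1a* had a gap of 0.584 of its range, with 0.84 in mouse 2 and -0.66 to -0.04 in the others. Its second probe too was well above background on 1 array only. Also highest in mouse 2 were *Prm1* and *Prm2* of the sperm list (gaps of 0.570 and 0.771 of the range), *Lcn2* of the neutrophil list (0.511), *Kdm3a* of the hypoxia list (0.527) and *Krt8* of the mesothelium list (0.512). The log2 ratio of *Krt8* there was 1.91, against -0.23 or less in the others. The mean log2 ratio of the mesothelium list was -0.11 in mouse 2, within the range of the other mice.

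*S100a9* was highest in mouse 8, with a gap of 0.630 of its range. Its log2 ratio was 2.25 there and between -1.96 and -0.40 in the other mice, while *S100a8* in the same mouse was 0.08, within the range of the others. The neutrophil list in mouse 8 lay at percentile 30.0 of matched lists, with 3 of its 7 expressed genes above the median of the other mice. One of them, *Retnlg*, was also far from the other mice in mouse 8, with a gap of 0.670 of its range and 0.85 against -0.51 to -0.06 in the others, while *Lcn2* was -0.73 there. Neutrophils in this sample therefore stay open. The blood list was high in mouse 8, with a median difference of 1.30 from the other mice (6 of 7 genes above their median, above each matched list), but *S100a8*, also a gene of blood neutrophils, was not highest there, so blood stays open as well. Most genes of this list are globin genes that varied together, so they are not separate measurements. *Slc4a1* was 0.01 in mouse 8, within the -0.35 to 0.19 of the others. The difference of the blood list is not clear of the first component, since mice 4 to 7 are among the other mice, though the mean log2 ratio of the blood list was highest in mouse 8 (0.49, against 0.12 or less). The same limit holds for the mesothelium list (1.26, above each matched list) and the macrophage list (-0.72, below each), for which mouse 8 does not stand apart: the mean of the first was 0.32 in mouse 8 and 0.30 in mouse 10, and that of the second -0.86 in mouse 8, -1.53 in mouse 9 and -1.24 in mouse 10. The list the paper gives as up regulated was also high in mouse 8 (0.21, percentile 99.97). Its mean was highest there (0.16, against 0.09 or less), and it did not stand apart along the first component (percentile 16.1). The lists of lipogenesis (0.29, percentile 99.94), lymph node (0.26, percentile 99.89) and brown fat genes (0.24, percentile 99.5) were high too. By the means of these lists mouse 8 lay within the range of the other mice. A single probe measures *S100a9*. *Thbs2* was also highest in mouse 8, with a gap of 0.503 of its range and a log2 ratio of 0.55. *Capza1* was highest in mouse 3, with a gap of 0.592 of its range. The difference was in 1 of its 4 probes, whose Cy5 did not vary more than Cy3 (adjusted p = 0.897), with a log2 ratio of 0.85 in mouse 3 and 0.49 to 0.64 in the others. Its other probes had -0.14, 0.05 and -0.11 in mouse 3, each within the range of the other mice. Of the genes of the lists, *Cd3e* of the lymph node list and *Lcn12* of the epididymis list were also highest in mouse 3 (gaps of 0.470 and 0.548 of the range), *Egln3* of the hypoxia list in mouse 1 (0.541) and *Cxcl13* of the lymph node list in mouse 9 (0.597). The second probe of *Egln3* did not have mouse 1 highest (-0.14), and the Cy5 of *Lcn12* did not vary more than its Cy3 (adjusted p = 0.337).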

How the results depend on the processing

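The alternatives that removed the first component or left out single mice in the comparison of the genes the paper lists as changed were chosen after seeing the data.

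The count of probes whose Cy5 varied more than Cy3 was 14961 and stayed between 10172 and 15334 with no background subtraction, with median centring, with the filter on all 10 arrays, with no filter, with the F test and with the slide as a block. Without normalization between arrays it fell to 4684 of 25049, where the median SD of Cy3 rose from 0.08 to 0.20. Probes with the higher variance in Cy3 numbered 40, and 17 with the filter on all 10 arrays and 544 with no filter, which brings in dim probes.

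The genes the paper lists as changed were at percentile 99.86 of matched lists for their Cy5 over Cy3 SD. It was 98.6 without normalization between arrays. Under the other alternatives it lay between 99.71 and 100, leaving out single mice (99.71 to 99.98) and removing the first component (100) included. The r of the up and down regulated lists over the mice was 0.0032, with a permutation p of 0.993, and it was past the threshold under no alternative. Its sign, at a value so near 0, was not stable. It was -0.239 with the scanner's log ratio, -0.442 with the deposited normalized values, -0.0783 with the mean over all probes and -0.0629 with the genes of Table 2 alone, and 0.442 with median centring. With single mice left out it lay between -0.187 and 0.0963. With the deposited values this r lay at percentile 0.16 of random pairs of lists, and with median centring below each of 10000 pairs, against percentile 32.7 after loess. The cause was not tested.

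The hypoxia list was at percentile 33.6 of matched lists for its log2 ratio to the pool, and between 23.5 and 36.6 under the alternatives other than median centring, where it was at 1.27. Median centring leaves the trend of the ratio with signal in place, and it moved the median log2 ratio of all expressed probes from 0.003 to 0.32. It moved *Tubg1* to 0.38, *Gys2* to 0.30, *Pdk4* to 0.08, *Cpt1a* to 0.81 and *Acadl* to 0.55, by more than 1 SD between mice. The other expressed genes named in the results text stayed within 1 SD of their value under each alternative. *Ucp1*, which was not expressed, was left out of this comparison.

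Of the 18 pairs, 4 passed the threshold over all 10 mice, 7 with the filter on all 10 arrays, which takes genes out of the lists, and 4 to 6 under the other alternatives and with single mice left out. With the slide as a block 0 passed. That test rests on 5 differences within slides and gives no p under 0.05, so it says nothing on the stability of a relation. *Saa1* and *Saa3* had an r of 0.999 there, with an exact p of 0.125. Over 6 mice, *Tuba1a* and the lipogenesis list passed the threshold with median centring, with an r of 0.889. Among pairs not past the threshold under any setting, the sign changed for the M1 and M2 lists, whose r was -0.0696 with the filter on all 10 arrays, -0.0667 without the 2 farthest mice and -0.158 to 0.423 with single mice left out. It also changed for *Ccl8* and the macrophage list (0.0217) and *Pdk4* and the lipogenesis list (0.565) with median centring, for *Atp1a4* and the sperm list with the scanner's log ratio (-0.000811), and for *S100a8* and the blood list without the 2 farthest mice (-0.0821). With single mice of the 6 left out, r lay between -0.377 and 0.126 for *Ccl8* and the macrophage list, between -0.710 and 0.285 for *Pdk4* and the lipogenesis list and between -0.475 and 0.578 for *Ccl19* and the lymph node list. The cause was not tested.

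The slide had 0 probes past the threshold of limma's moderated F test under each setting. In the simulation this test missed many probes with shifts of several SD, so smaller slide effects are not excluded. At an unadjusted p under 0.05 there were 1136 of 27718 probes, and 935 to 2718 under the alternatives. *Ucp1* was well above background in Cy5 on 1 array, and above 2 times the local background on 0. The number of expressed probes was 27811 with at least 5 arrays, 23347 with all 10 and 34172 with any 1.

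The scanner's log ratio and the deposited normalized values hold no separate Cy3 value, so they gave no result for the variance of the 2 channels, and the deposited values gave none for ratios to the pool. The placement of the RT-qPCR primers on the genome was not run, since no genome was used here. Probes near the background limit the results: for dim genes such as *Ucp1* the arrays give only that they were not well above background. No paired analysis was possible because all samples belong to 1 group.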

Other observations

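The tests of components, slide, signal and cell content along the first component were chosen after the result had been seen. So were the r within clusters, the removal of that component and the comparison of lists other than the hypoxia list with the pool. The hypoxia list, the variation of the genes the paper lists as changed, the r of its up and down regulated lists and the pairs were planned. The samples are 1 group of mice with the same labels, so no biological explanation was tested by a comparison of conditions. Macrophage content and the response to the chelator were tested only by gene lists and *Tfrc*.

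The first component of the log2 ratios held 75.1% of the variance between the 10 DFO-injected mice and parted them into 2 clusters. Mice 4, 5, 6 and 7 scored 0.40, 0.38, 0.28 and 0.45, and mice 1, 2, 3, 8, 9 and 10 scored -0.23, -0.14, -0.19, -0.26, -0.37 and -0.33. The 5 probes with the largest SD between mice follow this split. For *Cfd*, the log2 ratio to the pool was -4.68, -4.12, -3.36 and -4.69 in mice 4, 5, 6 and 7. In mice 1, 2, 3, 8, 9 and 10 it was 0.15, -0.70, -0.08, 0.83, 1.08 and 1.45, and the whole range was 70.4-fold. *Car3* spanned 39.5-fold, the 2 probes of *Cyp2e1* 36.8-fold and 34.5-fold, and *Rnf128*, which ran the other way, 41.9-fold.

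Technical explanations of this split were weighed first. The slide is argued against, as 43.3% of the score's sum of squares lay within slides, and 2 of the 5 slides hold a mouse of each cluster. The array with the most extreme score, that of mouse 7, had a Cy5 median signal of 74.3, above that of 7 other arrays, but mice 4, 5 and 6 are among the 4 arrays with the lowest signal (3 of 4). The other of these 4, that of mouse 3, had the lowest signal of all (54.8) and the fewest probes well above background in Cy5 (24938), and mouse 3 lies in the other cluster. The signals of mouse 5 (65.3) and mouse 10 (65.5) were nearly alike, and these mice lie in different clusters. Values of single arrays do not settle it. Low signal or little RNA on some arrays therefore stays open. The same 4 mice were parted in 5 of 5 settings of background correction and normalization, the deposited normalized values included, which argues against these steps. A lower share of adipocytes by itself would raise the genes of other cell types alike, but over the span of the score the mesothelium list fell by 1.69 on the log2 scale (median of 10 genes, each of them lower), while the macrophage list rose by 2.61 (median of 12 genes, each of them higher). Both medians lay beyond each of 10000 matched lists. More macrophages may be part of the split, as a hypothesis. *Lyz2*, a gene of that list, had log2 ratios to the pool of -0.35, -0.14, -0.43, 1.06, 0.75, 0.58, 0.99, -0.63, -0.92 and -0.76 in mice 1 to 10. The lists of lymph node (-0.60, percentile 0.24), blood (-1.96, percentile 0.01), lipogenesis (-1.48, below each matched list) and brown fat genes (-0.70, percentile 0.32) fell with the score. Lists of neutrophil (-0.09, percentile 25.4), sperm (-0.12, percentile 31.9), motile cilia (-0.12, percentile 31.6) and epididymis genes (0.02, percentile 58.4) did not stand apart. The M1 list was at -0.46 (percentile 1.70) and the M2 list at 0.47 (percentile 97.3). The M2 value leaves out *Retnla*, which had no value in mouse 10 and moved the other way. Its log2 ratio was -3.54 to -2.70 in mice 4 to 7, and -1.53 to 1.08 in the others that had a value. An uneven response to the iron chelator stays open: the hypoxia list was at percentile 6.61 and *Tfrc*, which encodes the transferrin receptor, at percentile 86.9 of genes of like signal. A wrong label of single samples was not tested.

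This split matters for any relation between genes over these mice. For *Saa1* and *Saa3*, random pairs of genes of the same signal had an r between -0.94 and 0.95 in the central 95% of draws. Of the 18 pairs set for testing, 5 were free of separate clusters and tested over 10 mice, 12 were tested over the 6 mice of 1 cluster, and 1, *Tph2* with the lipogenesis list, could not be tested. *Saa1* and *Saa3* had an r of 0.992 and a rho of 0.988 over 10 mice (permutation p = 1e-05 for each, the smallest that 100000 permutations can give; adjusted p = 0.00017). Without the 2 mice farthest from the median r was 0.986. Under the cluster rule, which was set after the values had been seen, this pair was the only one of the 17 tested past the threshold. In the planned test over all 10 mice 4 of the 18 pairs passed, 3 of them with separate clusters. *S100a8* and *Saa3* had an r of 0.697 and a rho of 0.685 (permutation p = 0.0291 and 0.0356, adjusted p = 0.0988 and 0.151), at percentile 78.7 of random pairs, and r was 0.718 without the 2 farthest mice. *Cck* and *Tph2*, the genes with the highest fold changes in the paper, had an r of 0.877 and a rho of 0.943 over mice 4, 5, 7, 8, 9 and 10, the cluster of 6 (exact permutation p = 0.0153 and 0.0167, adjusted p = 0.0988 and 0.142), and r was 0.947 without the 2 farthest mice. This cluster is not that of the first component: mice 4, 5 and 7 lie on one side of it and mice 8, 9 and 10 on the other. The r of this pair therefore spans the split. The mice that the rule left out, 1, 2, 3 and 6, had the highest values of both genes. *Cck* was -0.56 to 1.65 in them and -2.74 to -1.32 in the 6 mice used. *Tph2* was 0.30 to 0.58 against -1.39 to -0.50. The value over 6 mice therefore leaves out much of how these 2 genes moved together. *Tuba1a* and the lipogenesis list had an r of 0.891 and a rho of 0.829 over 6 mice (exact permutation p = 0.0236 and 0.0583, adjusted p = 0.0988 and 0.198). Without the 2 farthest mice r was 0.576.

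Whether *S100a8* follows a cell type stays open. With the macrophage list its r was 0.857 and its rho 0.886 (6 mice, exact permutation p = 0.0278 and 0.0333, adjusted p = 0.0988 and 0.151), and r was 0.921 without the 2 farthest mice. Between the clusters *S100a8* did not rise with that list. The mean of the list was 0.91 to 1.19 in mice 4 to 7 and -0.08 or less in the others. *S100a8* was -1.02 to 0.27 in mice 4 to 7, within the -1.24 to 0.90 of the others. With the neutrophil list r was 0.519 and rho 0.539 (10 mice, permutation p = 0.124 and 0.113, adjusted p = 0.301 and 0.321), and 0.476 without the 2 farthest. With the blood list r was 0.149 and rho 0.371 (6 mice, exact permutation p = 0.808 and 0.497, adjusted p = 0.808 and 0.737), and -0.0821 without the 2 farthest. *Ccl19* had an r of 0.212 and a rho of 0.20 with the lymph node list (6 mice, exact permutation p = 0.667 and 0.714, adjusted p = 0.807 and 0.759), and r was 0.585 without the 2 farthest, so lymph node in the samples stays open too. The M1 and M2 lists of Supplementary Table 2 had an r of 0.282 and a rho of 0.0424 over 10 mice (permutation p = 0.424 and 0.920, adjusted p = 0.721 and 0.920), and r was -0.0667 without the 2 farthest. The M2 list leaves out *Retnla* here too.

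The 71 genes that the paper lists as changed by housing temperature also differed more between these mice, all kept at 29°C, than genes of like signal did. The median log2 ratio of their Cy5 SD over Cy3 SD was 2.06, at percentile 99.86 of matched lists, whose central 95% lay between 1.25 and 1.88. The list holds the genes with the paper's largest fold changes and genes it chose for key processes. The matched lists share only its mean signal, not how far a gene can vary in this tissue. A high percentile therefore does not tie this variation to housing temperature. The 47 genes that the paper gives as down regulated were at percentile 99.98 and the 24 up regulated genes at percentile 73.4; the difference between these lists was not tested. The first component is not the whole source, since with it removed the list was above each of 10000 matched lists (percentile 100). Over the mice, the up and down regulated lists did not move against each other (r = 0.0032, rho = -0.0303, permutation p = 0.993 and 0.946; r = 0.156 without the 2 farthest mice). After loess this r was at percentile 32.7 of random pairs of lists. With the deposited normalized values (percentile 0.16) and with median centring (below each random pair) it was lower than in such pairs, so whether any 2 such lists would show it stays open.

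Some lists differed from the pool. The pool is no control group, so these values give only how the DFO-injected mice stood against the mix of all mice of the study. The sperm list had a median log2 ratio of -1.82, the blood list -0.70, the mesothelium list -0.58, and the list the paper gives as down regulated -0.14. Each of these was lower than each of 10000 matched lists, also with no background subtraction, with median centring and with the scanner's log ratio. With median centring the list the paper gives as down regulated had a median above 0 (0.29), low only beside its matched lists, and so had the lipogenesis and M1 lists. The lipogenesis list had -0.30 (percentile 0.02), the M1 list -0.16 (percentile 0.38), the brown fat list -0.10 (percentile 4.31) and the lymph node list -0.02 (percentile 29.8). The last 2 depend on the setting. With the scanner's log ratio the brown fat list had -0.22 (percentile 1.24) and the lymph node list -0.22 (percentile 0.22), and with median centring they had 0.13 (percentile 4.75) and 0.18 (percentile 5.34). The macrophage list had -0.03 (percentile 50.6), the neutrophil list 0.005 (percentile 40.6), the epididymis list 0.09 (percentile 89.1), the M2 list 0.15 (percentile 99.0) and the up regulated list -0.02 (percentile 45.4). *Retnla*, which the M2 value leaves out, had a mean of -1.36 over 9 mice. The motile cilia list was not compared with the pool. *Acly* and *Fasn* of the lipogenesis list and *Slc2a1* of the hypoxia list are also in Supplementary Table 2, but not among its changed genes. The hypoxia list, set because DFO binds iron, had -0.03 (25 genes, percentile 33.6), as any list of such signal may have by dye bias. *Tfrc* had 0.53 ± 0.27 (SD, n = 10 mice), above 0 in 10 of 10 mice by this probe. Another of its probes gave 0.16 ± 0.18 (SD, n = 10).

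*Ucp1*, which Supplementary Table 2 gives as below detection, was well above background on 1 of 10 arrays in Cy5 and on 0 of 10 in the pool. The genes that follow were so on all arrays in both channels. *Cck* had a log2 ratio to the pool of -1.04 ± 1.40 (SD, n = 10 mice), *Tph2* -0.39 ± 0.76, *Tuba1a* -0.57 ± 0.85, *S100a8* -0.23 ± 0.67, *Ccl8* 0.36 ± 0.57, *Pdk4* -0.46 ± 0.43, *Lipe* -0.47 ± 0.98, *Pnpla2* -0.16 ± 0.76, *Fasn* -0.16 ± 0.64, *Ppargc1a* -0.25 ± 0.42 and *Cidea* -0.41 ± 0.93. The spread between mice exceeded or came near the size of each of these values. For some of them it follows the first component. *Tuba1a*, *Pdk4*, *Lipe*, *Pnpla2* and *Cidea* were lower in each of mice 4 to 7 than in each other mouse. *Lipe* was -2.06 to -1.18 in mice 4 to 7 and -0.15 to 0.42 in the others, so such a mean is typical of neither cluster. *Tubg1* had -0.10 ± 0.11, *Dio2* 0.03 ± 0.34, *Fgf21* 0.010 ± 0.14 and *Acadl* -0.0019 ± 0.22. The 2 probes of *Gys2* gave -0.22 ± 0.48 and -0.31 ± 0.39, those of *Cpt1a* 0.23 ± 0.33 and -0.07 ± 0.38, and those of *Pla2g2e* -0.22 ± 0.69 and 0.05 ± 0.35, so that for *Cpt1a* and *Pla2g2e* the probes of 1 gene differed in sign. With median centring the values of *Tph2*, *Tuba1a*, *Tubg1*, *S100a8*, *Gys2*, *Pdk4*, *Lipe*, *Pnpla2*, *Fasn*, *Pla2g2e* and *Acadl* were above 0.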
